A study of Mus musculus with 4 samples. Its data were reported in "Construction of developmental lineage relationships in the mouse mammary gland by single-cell RNA profiling" (2017).

How the data were processed

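Single-cell RNA sequencing of mouse mammary epithelium was taken from 4 deposited count tables made on a droplet platform (10x Genomics Chromium). Pubertal glands, at 5 weeks of age, had 2 tables. Adult glands, at 10 weeks, had 1 table from estrus and 1 from diestrus, which are phases of the ovarian cycle. The authors sequenced the libraries on a NextSeq 500 and made the deposited tables with Cell Ranger, version 2 per the methods of the paper. Each deposited value is a count of molecules for a gene in a cell barcode, without normalization. The deposited barcodes were used as the authors called them, and the lower limit of counts per barcode was not stated. The study's other platform and its additional adult samples were not analysed here.

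Each table listed 27998 genes. The first puberty table held 5428 barcodes and 25365324 counts, with a median of 4103 counts per cell. The second held 5400 barcodes and 16679840 counts, with a median of 2702 counts per cell. The estrus table held 2729 barcodes and 10962454 counts (median 3236 per cell), and the table for diestrus held 2439 barcodes and 11868593 counts (median 3974 per cell). A rule treated the puberty tables as 1 library if they shared more than a fraction of 0.5 of their barcodes and the per-cell totals had a correlation above 0.9. They shared 5387 barcodes, which is 99.2% of those in the first table, and the totals had a Pearson correlation of 0.997. No other pair of libraries shared more than 24 barcodes. The tables were therefore summed over the shared barcodes. This left 3 libraries, 1 per stage, with no replicate library at any stage. In the summed puberty library, 5486872 pairs of gene and cell had a count in both tables, against 4226521 if the molecules had been split between them. Some molecules were thus counted in both tables, and the summed puberty depth of 41970387 counts is larger than its number of different molecules.

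Cells were classified in each library with a plan that, like the comparisons, the alternatives and the genes tested, was fixed before the data were examined. Cells with at least 3 of 5 immune, endothelial or fibroblast genes, and more of their expression than of keratins, were left out of the shares. Seed cells of the basal, luminal progenitor (LP) and mature luminal (ML) lineages were those whose z-score over 8 genes exceeded both others by at least 1. A signature of up to 100 genes per lineage was taken from genes at least 2 times higher in its seeds in every library and detected in at least 10% of them. Tested genes, cell cycle genes, mitochondrial genes and ribosomal protein genes were kept out of the signatures. Each cell was then placed between the seed medians by the share of each signature detected. Borders lay at 1/3 and 2/3 of the distance. A cell between the basal and luminal medians was called mixed basal-luminal, and a luminal cell between the LP and ML medians was called intermediate luminal (Lum Int). A cell was called cycling when at least 3 of 10 cell cycle genes had a count, and positive for a gene when at least 1 count was present.

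Shares were given with Wilson 95% intervals and differences between shares with Newcombe 95% intervals. A family of 13 differences was tested with the two-sided Fisher's exact test on cells, with Benjamini-Hochberg adjustment and a threshold of 0.05. Such tests compare the cells of a pair of libraries, not the conditions. The smallest share that a class could show was taken as 3 cells of its total.

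Lineages were compared in counts summed over the cells of each class and library, which gave 12 pseudobulks from 4 classes and 3 libraries. The fit used edgeR 4.0.16 in R 4.3.3 with TMM normalization, filterByExpr, a block for library and the quasi-likelihood F test. Genes with an adjusted p-value under 0.01 were counted. Signature genes of LP and ML were left out of the test among LP, Lum Int and ML cells. Standard errors were the size of the log2 fold change divided by the square root of F. Genes between libraries were compared as log2 ratios of TMM-normalized counts, scaled to CPM, within a lineage, with a pseudocount of 1 CPM. Their 95% intervals came from 200 bootstrap draws of cells with the TMM factors held. The median ratio of each tested list of 5 genes was placed among 10000 random lists, each gene drawn from the 200 genes nearest to it in mean expression.

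The genes named were the tested genes and those chosen by a rule. For a lineage comparison these were the 5 genes with the smallest adjusted p-value in each direction with a log2 fold change of at least 1 in size. For a comparison between libraries they were the 3 genes with the largest log2 ratio in each direction in basal, LP and ML cells, among genes with at least 50 CPM in a compared pseudobulk. For puberty both adult ratios had to have the same direction, and genes were ranked by the smaller one. Gene positions and transcript lengths came from GENCODE release M21 on the mouse assembly GRCm38, in which 27645 of the gene identifiers were found. A shared 3' end was called when at least 20% of the 32-base words in the last 300 bases of a gene occurred in transcripts of another gene.

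Alternatives were a filter of at least 1000 genes and under 10% mitochondrial counts per cell, thinning of counts to a median of 3236 per cell, borders at 1/4 and 3/4, signatures of 50 genes, Leiden clusters, and leaving out cells above the 95th percentile of counts. Cycling calls were also made with 2 or 5 of the 10 genes and with Mki67 alone. Each puberty table was left out in turn. The lineage fit was repeated with DESeq2 1.42.0, the edgeR likelihood ratio test, no expression filter, no library block, a threshold of 0.05 and each library left out. Ratios were repeated without TMM, with the mean over cells of counts per 10000, with pseudocounts of 0.1 and 5 CPM, and without cycling cells. Leiden clusters at resolution 2, removal of the trend with transcript length, and cycling calls from the 5 genes with the longest transcripts were added after seeing the data. Clusters used scanpy 1.11.5 and leidenalg 0.10.2 with 2000 variable genes, 30 components, 15 neighbours and resolution 1. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

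The methods were tested on simulated data. The classification recovered 100% of simulated basal, LP and ML cells (1200 of each) and 99% of 300 simulated Lum Int cells. Simulated cells were drawn from the pooled profile of the seeds of their class, and Lum Int cells from an equal mix of LP and ML. Within a class they varied only by counting error and depth. High recovery was therefore nearly set in advance, and it does not measure errors in real cells. In 10 simulated tables of 11152 genes, with 200 genes changed 2-fold, the fit called 67.7% of the changed genes that were tested, and 1.03% of the genes called were unchanged. Lists of 5 genes raised by 1 log2 unit lay above the central 95% of random lists in 98% of draws, and unchanged lists lay outside it in 5%.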

Results

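Gene expression was measured in single mammary epithelial cells of mice by droplet RNA sequencing. The cells came from pubertal glands at 5 weeks of age and from adult glands at 10 weeks in estrus or diestrus. Each stage had 1 library, so no value had a replicate check across stages, and no p-value was computed across genes between stages. After the 2 puberty tables were joined over 5387 shared barcodes, the puberty library held 41970387 counts, with a median of 6829 counts and 1440 genes per cell. The estrus library held 10962454 counts, with a median of 3236 counts and 1362 genes per cell. The diestrus library held 11868593 counts, with a median of 3974 counts and 1523 genes per cell. All intervals given here are 95% intervals that cover counting error only. They leave out differences between animals and between library preparations.

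The composition of the epithelium was compared between stages to ask whether it changes over development and over the ovarian cycle. The classified epithelial cells numbered 5373 in puberty, 2709 in estrus and 2432 in diestrus. Basal cells made up 20.8% of them in puberty (Wilson interval 19.8% to 22.0%), 48.2% in estrus (46.4% to 50.1%) and 43.2% in diestrus (41.2% to 45.2%). LP cells made up 32.7% in puberty (31.5% to 34.0%), 17.5% in estrus (16.2% to 19.0%) and 23.2% in diestrus (21.6% to 24.9%). ML cells made up 40.4% in puberty (39.1% to 41.7%), 28.9% in estrus (27.3% to 30.7%) and 27.9% in diestrus (26.1% to 29.7%). Lum Int cells were 4.15% in puberty (3.65% to 4.72%), 4.06% in estrus (3.38% to 4.87%) and 3.99% in diestrus (3.28% to 4.84%). Mixed basal-luminal cells were 1.88% in puberty (1.55% to 2.28%), 1.22% in estrus (0.869% to 1.71%) and 1.73% in diestrus (1.28% to 2.33%).

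**Figure D1:**
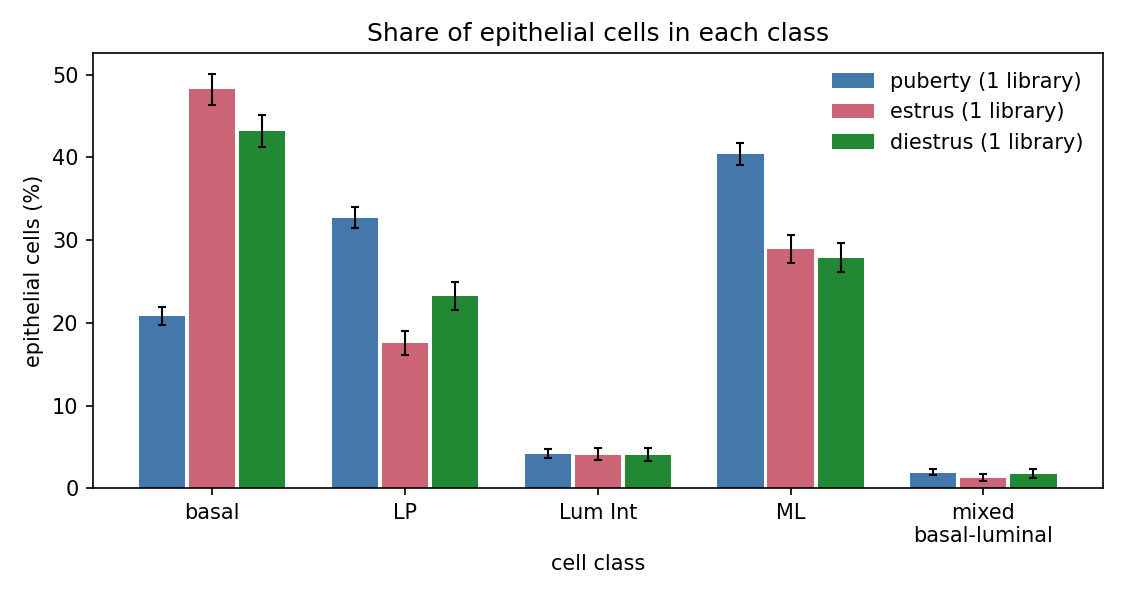
Bars show the percent of classified epithelial cells in each class, with 1 library per stage and Wilson 95% intervals as error bars. Basal cells made up 20.8% in puberty, 48.2% in estrus and 43.2% in diestrus, while Lum Int cells lay between 3.99% and 4.15%.

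Between the phases, the Lum Int share differed by -0.0720 percentage points, diestrus minus estrus (interval -1.15 to 1.02, two-sided Fisher's exact test, adjusted p = 0.943). A difference was therefore not detectable at this number of cells. Under the alternative that moved it most, Leiden clusters, the value was -0.975 points (adjusted p = 0.131 by the same exact test). The LP share was higher in the diestrus library by 5.70 points (3.49 to 7.91, adjusted p = 1.45e-06 by Fisher's exact test), and the basal share differed by -5.07 points (-7.79 to -2.35, adjusted p = 0.000699). With cells limited to those with at least 1000 genes and under 10% mitochondrial counts, the basal difference was -1.95 points (adjusted p = 0.302) and the ML difference -4.30 points (adjusted p = 0.00796). Without that limit the ML share differed by -1.06 points (-3.52 to 1.41, adjusted p = 0.583), and with Leiden clusters by 0.387 points. These tests compare the cells of 2 libraries, 1 per phase, and not the phases. The study, which clustered cells of the same libraries, describes the LP population as unaltered in diestrus. Here the LP difference stayed positive and past the threshold under every alternative that gave a test.

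The question whether intermediate and mixed cells are already present in puberty was addressed with the same shares. The Lum Int share in puberty exceeded that in estrus by 0.0898 points (-0.863 to 0.976, adjusted p = 0.943) and that in diestrus by 0.162 points (-0.828 to 1.07, adjusted p = 0.896). With Leiden clusters these differences were -1.21 points (adjusted p = 0.0157 by Fisher's exact test), past the threshold in the opposite direction, and -0.232 points. The mixed share in puberty exceeded that in estrus by 0.662 points (0.0727 to 1.19). Its Fisher's exact p was 0.027 before adjustment and 0.0501 after, so it did not pass the correction. The mixed share in puberty exceeded that in diestrus by 0.153 points (-0.531 to 0.752, adjusted p = 0.896). Each of these compared 1 library with 1 library. Mixed cells had high totals, with a median of 11150 counts in puberty against 4833.5 in basal and 7822 in ML cells. Whether they were pairs of a basal and a luminal cell caught in the same droplet was not tested. Random pairs at 6.06% of cells in puberty, 2.89% in estrus and 4.10% in diestrus would give all of them. A difference in the rate of pairs could therefore give the mixed differences.

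**Figure D2:**
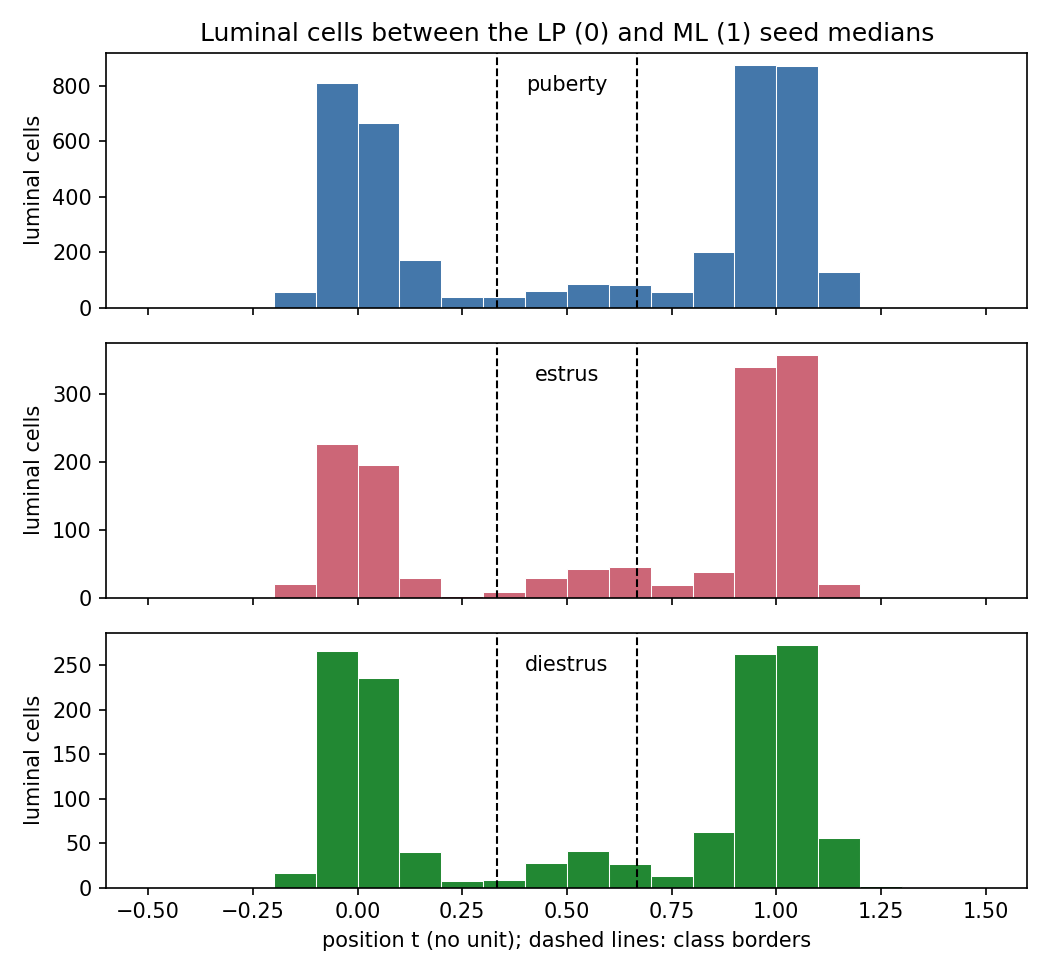
Each panel shows, for 1 library, the number of luminal cells along the position between the median LP seed cell at 0 and the median ML seed cell at 1, with dashed lines at the class borders of 1/3 and 2/3. Most cells lay near 0 or 1, and the cells between the borders numbered 223 in puberty, 110 in estrus and 97 in diestrus.

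Cycling cells were compared to ask where cells divide in each phase. Among basal cells, 9.91% were cycling in puberty (8.29% to 11.8%), 4.06% in estrus (3.11% to 5.27%) and 16.9% in diestrus (14.7% to 19.2%). The basal share was higher in diestrus than in estrus by 12.8 points (10.3 to 15.4, adjusted p = 1.26e-24 by Fisher's exact test). The alternative that moved this most, calling cells by Mki67 alone, gave 7.10 points (adjusted p = 6.13e-16). In LP cells the share was 7.16% in puberty (6.05% to 8.46%), 4.21% in estrus (2.74% to 6.41%) and 14.3% in diestrus (11.7% to 17.5%), which is 10.1 points higher in diestrus than in estrus (6.68 to 13.6, adjusted p = 1.01e-07). In ML cells it was 7.70% in puberty (6.65% to 8.89%), 7.53% in estrus (5.88% to 9.59%) and 8.85% in diestrus (6.94% to 11.2%). The ML difference between phases was 1.32 points (-1.49 to 4.22, adjusted p = 0.583), and it was -0.482 points with Mki67 alone. Basal cells were cycling more often in puberty than in estrus, by 5.86 points (3.84 to 7.97, adjusted p = 8.89e-08). Each of these tests compared the cells of 1 library with those of 1 other library, not the stages. Of the Lum Int cells, 12 of 223 were cycling in puberty, 2 of 110 in estrus and 6 of 97 in diestrus.

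**Figure D3:**
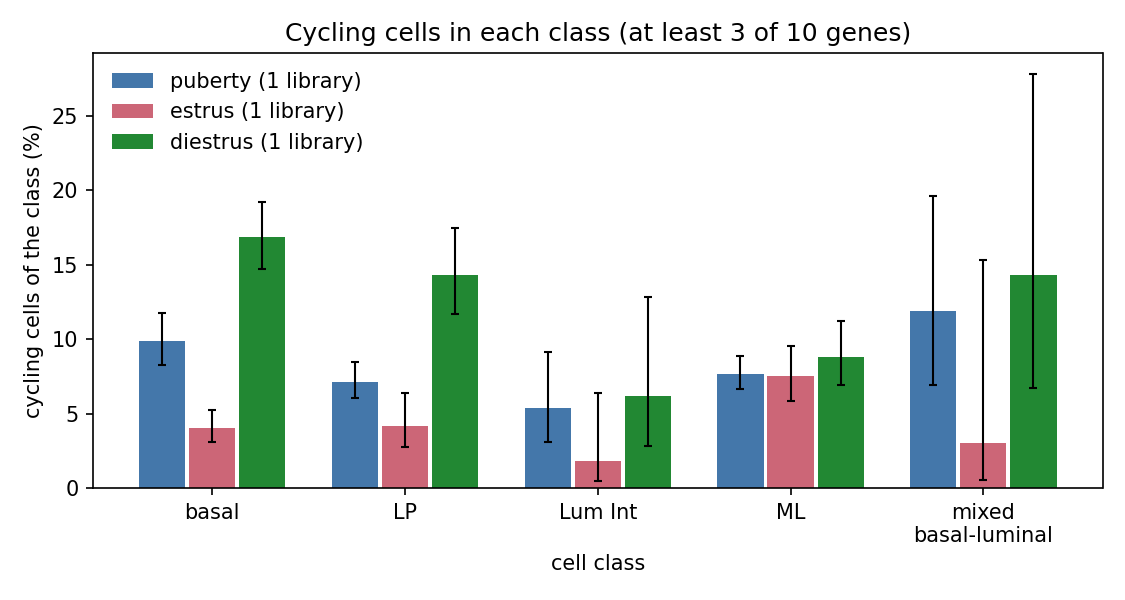
Bars show the percent of cells in each class that were cycling, defined as at least 3 of 10 cell cycle genes detected, with 1 library per stage and Wilson 95% intervals as error bars. In basal cells the share was 4.06% in estrus and 16.9% in diestrus, while in ML cells it was 7.53% and 8.85%.

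The progesterone receptor gene Pgr (ENSMUSG00000031870, chromosome 9, 8899833 to 8968611) was examined because the study associated an ML subset in diestrus with ML signature genes such as this one. It was detected in 19.9% of ML cells in puberty (18.3% to 21.6%), 10.2% in estrus (8.28% to 12.5%) and 14.9% in diestrus (12.4% to 17.8%). The share was 4.69 points higher in the diestrus than in the estrus library (1.30 to 8.16, adjusted p = 0.0148 by Fisher's exact test, 1 library per phase). In normalized counts summed over ML cells, the log2 ratio of Pgr, diestrus to estrus, was 0.65 (bootstrap interval 0.19 to 1.04). After counts were thinned to the same library median per cell, the difference between these shares was 2.03 points (adjusted p = 0.452 by the same exact test). ML cells already had close medians before thinning, at 4145 counts in estrus and 4335 in diestrus. Thinning by library median therefore lowered ML cells in diestrus by more than a match to estrus needed. It cannot decide whether depth accounts for the difference.

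Cd55 (ENSMUSG00000026399, chromosome 1, 130439027 to 130462744) was examined because the study placed it in the luminal lineage of adult glands. A count for Cd55 was present in 17.7% of LP cells in puberty (16.0% to 19.5%), 23.4% in estrus (19.8% to 27.4%) and 19.1% in diestrus (16.1% to 22.6%). Of basal cells, 0.268% had one in puberty (0.0911% to 0.785%), 0.612% in estrus (0.310% to 1.20%) and 1.24% in diestrus (0.725% to 2.11%). The LP share exceeded the basal share in 3 of 3 libraries, by 19.4 percentage points ± 2.96 (SD, n = 3). The smallest p that an exact sign test over 3 libraries can give is 0.25. Within libraries, Fisher's exact test gave adjusted p-values of 3.53e-66 in puberty, 8.55e-58 in estrus and 3.47e-38 in diestrus. Thinning of counts moved the mean difference most, to 16.7 points. In the lineage fit, Axl, tested beside it, was higher in basal than in luminal cells by 5.83 log2 units (SE 0.233, adjusted p = 4.24e-11), higher in basal cells in 3 of 3 libraries.

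Lineages were compared within libraries, to describe how the epithelial cell types differ. Of 11152 genes tested, 3503 differed between LP and ML cells, 1889 higher in LP and 1614 higher in ML cells. Between basal and luminal cells 4804 genes differed, 2555 higher in basal and 2249 higher in luminal cells. Without the library block, the alternative that moved these most, the counts were 1895 and 3086. The classes were themselves defined by expression. Seed and signature genes made up 228 of the genes differing between LP and ML, and 3275 remained without them. They made up 282 of those differing between basal and luminal cells, and 4522 remained without them. Of the 19 different genes chosen by the naming rule, 16 were seed or signature genes, so their fold changes are not independent of the classes.

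Among the genes chosen, Cd14 (ENSMUSG00000051439, chromosome 18, 36725067 to 36726798) had the smallest adjusted p for higher expression in LP than in ML cells. It differed by 5.18 log2 units (SE 0.116, adjusted p = 1.42e-12), in 3 of 3 libraries. Plb1, Lalba, Atp6v1b1 and Trf followed, with 7.06, 7.40, 6.30 and 6.75 log2 units. Ptn (ENSMUSG00000029838, chromosome 6, 36714929 to 36810220) had the smallest adjusted p for higher expression in ML cells, with a log2 fold change of -6.37 for LP against ML (SE 0.178, adjusted p = 9.96e-12), in 3 of 3 libraries. Plac8, Tspan1, Stc2 and Upk3a followed, with -6.52, -6.61, -5.99 and -7.94 log2 units. For basal against luminal cells, Actg2 (ENSMUSG00000059430, chromosome 6, 83512905 to 83536265) was higher by 8.64 log2 units (SE 0.138, adjusted p = 1.22e-14), in 3 of 3 libraries. Il17b, Tpm2, Vwa1 and Igfbp3 followed, with 8.93, 7.75, 6.84 and 7.51 log2 units. Cldn3 (ENSMUSG00000070473, chromosome 5, 134986214 to 134987472), which is in no signature or seed list, was higher in luminal cells, with a log2 fold change of -5.75 for basal against luminal cells (SE 0.127, adjusted p = 1.83e-13), in 3 of 3 libraries. Cd14, Cystm1, Hp and Cmtm8 followed, with -5.13, -5.12, -6.55 and -5.15 log2 units.

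Lum Int cells were set between LP and ML cells to ask whether their expression is intermediate. Of 10952 genes tested outside the LP and ML signatures, 2786 differed among the 3 luminal classes. The alternative that moved this count most, leaving out the library block, gave 1169. In 2456 of the 2786 genes, or 88.2% (Wilson interval 86.9% to 89.3%), expression in Lum Int lay between LP and ML. Genes are not independent replicates, and cells were placed in this class for an intermediate position. Simulated pairs of an LP and an ML cell gave 98.3% (97.6% to 98.8%). The alternative that moved the share in real cells most, a threshold of 0.05, gave 80.1%. At an adjusted p under 0.01, 0 genes were higher in Lum Int than in both LP and ML, against 79 at an unadjusted p under 0.05. Of the 6 genes tested for this, Jund, Irx5, Sox4, Ncor1, Igfbp2 and Igfbp6, none passed both comparisons. The study named these genes by the size of the rise in average expression, which is a different rule. By point estimate, Sox4, Ncor1 and Igfbp2 were higher in Lum Int than in both. Against LP they differed by 0.31, 0.54 and 1.34 log2 units, and against ML by 0.18, 0.23 and 1.90. Irx5 in Lum Int was lower than in LP cells (-0.265), and Igfbp6 was lower than in both (-2.19 and -2.18). Jund was higher than in ML cells by 0.80 log2 units (SE 0.137, adjusted p = 0.00117) and than in LP cells by 0.22 (SE 0.136, adjusted p = 0.306), in 3 of 3 libraries for both. Lower expression than in both was found for 12 genes, among them Aurkb, Birc5, Ccnb2, Cenpa, Mcm4, Pbk and Tyms. Aurkb had log2 fold changes of -2.76 against LP (SE 0.505, adjusted p = 0.00184) and -2.35 against ML (SE 0.512, adjusted p = 0.00684), in 3 of 3 libraries for both.

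Genes that the study named as raised in diestrus or as more often expressed in puberty were compared between libraries within a lineage. Pgr, Tnfsf11 and Wnt4 were added here to the luminal genes and were not named by the study as raised. In basal cells the study named Wnt10, for which both Wnt10a and Wnt10b were taken here. The study chose its diestrus genes from the same estrus and diestrus cells, so the percentiles of these lists restate that choice in part. It chose the puberty genes from cells of another platform. In basal cells, the list of Ccnd2, Wnt6, Wnt10a, Wnt10b and Id4 had a median log2 ratio of 0.97, diestrus to estrus (bootstrap interval 0.72 to 1.11). That median lay at percentile 99.9 of 10000 random lists, whose central 95% ran from -0.29 to 0.51. The alternative that moved it most, leaving out cycling cells, gave 0.51. Id4 (ENSMUSG00000021379, chromosome 13, 48261228 to 48266026) had the largest ratio of the list, 3.23 (2.97 to 3.59), with 23.4 CPM in estrus and 229 CPM in diestrus. Wnt10b had a log2 ratio of 0.28 (0.00 to 0.74) on 1 count. In ML cells, the list of Areg, Rspo1, Pgr, Tnfsf11 and Wnt4 had a median of 1.32 (0.64 to 1.75), at percentile 99.96 of its random lists. That median was the value of Rspo1, which had 5 counts in ML cells in diestrus and 0 in estrus. A pseudocount of 5 CPM moved the median most, to 0.65. Tnfsf11 (ENSMUSG00000022015, chromosome 14, 78277445 to 78308043) rose from 0.477 to 83.3 CPM, a log2 ratio of 5.83 (4.85 to 6.63), and Areg had a log2 ratio of 1.64 (1.43 to 1.86). Wnt4 had a log2 ratio of 0.70, and 27.1% of its 3' end was found in other genes.

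In basal cells the list of Snai2, Moxd1, Nrg1, Wif1 and Bmp7 had a median log2 ratio of 0.71, puberty to the mean of the adult libraries (0.41 to 0.84), at percentile 99.8 of its random lists. It moved most with the mean over cells of counts per 10000, to 0.53. Nrg1 had the largest ratio, 1.83 (1.52 to 2.09). Wif1, at -0.03 (-0.20 to 0.08), and Bmp7, at 0.18 (-0.01 to 0.38), had intervals that include 0. The sign for Wif1 changed, to 0.02, when the trend with transcript length was removed.

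**Figure D4:**
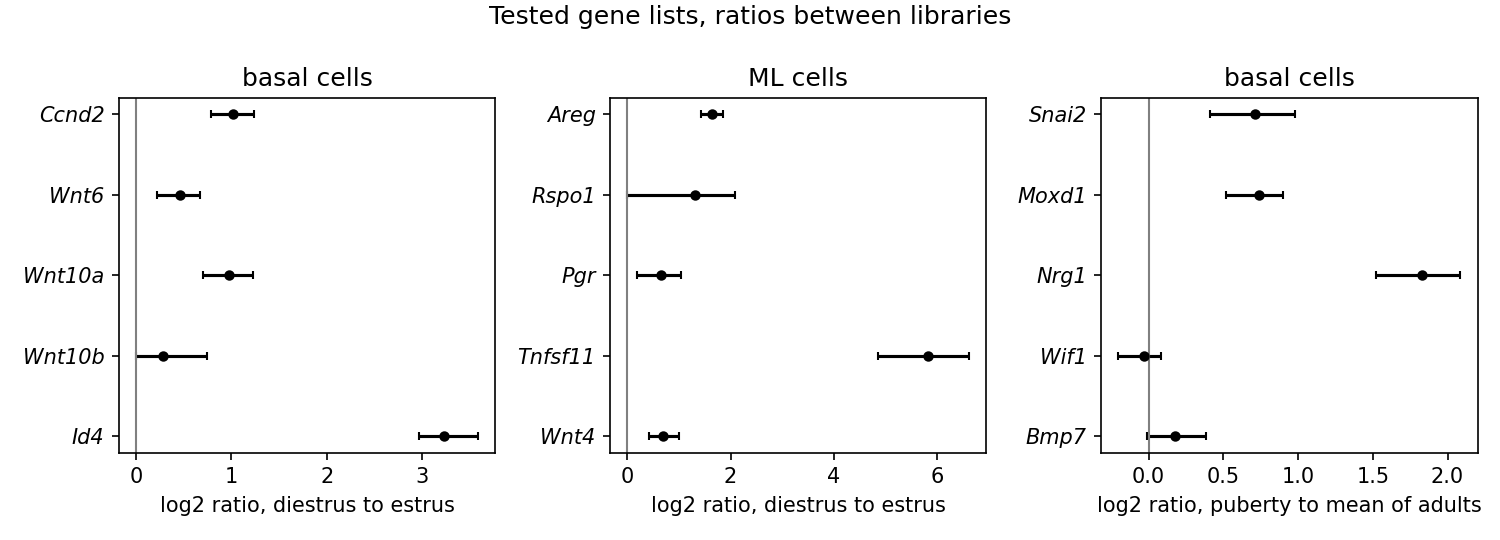
Points show the log2 ratio of each tested gene between libraries, diestrus to estrus in basal and ML cells and puberty to the mean of the adult libraries in basal cells, with bootstrap 95% intervals over cells as error bars and 1 library per stage. Id4 in basal cells (3.23) and Tnfsf11 in ML cells (5.83) had the largest ratios between the phases, and Wif1 (-0.03) was the 1 gene below 0.

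The largest ratios over all genes were listed with the same settings. Leaving out TMM moved the median log2 ratio of all genes, diestrus to estrus, by -0.15 in basal, 0.003 in LP and -0.19 in ML cells, and the puberty ratios by -0.14, -0.29 and -0.22. In basal cells 258 of 2974 genes had a log2 ratio above 1, diestrus to estrus, and 97 had one below -1. In LP cells these numbers were 240 and 115 of 2693 genes, and in ML cells 174 and 43 of 2800. In basal cells the highest ratios were those of Rps27rt (4.05), Rps26-ps1 (3.73) and Wdr89 (3.59), and the lowest those of Gm10116 (-4.30), Ccdc85b (-3.98) and Gstp1 (-3.14). For 4 of these genes most of the 3' end was found in other genes, at 90% for Rps27rt, 65.4% for Rps26-ps1, 80.3% for Gm10116 and 100% for Gstp1. In LP cells Rspo1 (ENSMUSG00000028871, chromosome 4, 124986430 to 125009099) had the highest ratio, 6.05 (5.25 to 7.30), with 3 counts in estrus and 486 in diestrus. Gm10263 (3.94) and Rps27rt (3.68) followed, and 76.2% of the 3' end of Gm10263 was found in other genes. The lowest were the haemoglobin genes Hbb-bs (-9.38) and Hba-a1 (-6.23) and then Gm10116 (-4.60). Of the 3' end, 40.9% for Hbb-bs and 88.1% for Hba-a1 was found in other genes. The bootstrap interval of Hbb-bs ran from -11.00 to 0.00 and that of Hba-a1 from -8.39 to 1.66. In ML cells the highest were Calca (ENSMUSG00000030669, chromosome 7, 114631478 to 114636357), at 8.46 (8.07 to 8.78) with 0 CPM in estrus and 350.6 CPM in diestrus, Defb1 (6.26) and Tnfsf11. Calca and Defb1 both had 0 counts in estrus, so the size of their ratios depends on the pseudocount. The lowest were Gm10116 (-3.65), Tgfb1 (-3.62) and Gstp1 (-3.55).

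For puberty, genes were ranked by the smaller of their ratios to the estrus and diestrus libraries. The values given are ratios to the mean of the adult libraries. On this ranking the highest in basal cells were Csn3 (4.33), Srxn1 (3.66) and Hist1h2ap (3.76). Csn3 is a seed gene of the LP class, and 30.1% of its 3' end was found in other genes, while for Hist1h2ap it was 100%. The lowest on this ranking were Ankrd1 (-3.56), Fos (-2.21) and Nfkbia (-1.76). By the ratio to the mean alone, Id4 in basal cells was lower than Fos, at -3.39. In LP cells Saa1 (3.87), Dmkn (3.20) and Hist1h2ap (3.43) were highest, and F11r (-1.57), Tppp3 (-1.87) and Hprt (-1.49) lowest. In ML cells Aoc1 (ENSMUSG00000029811, chromosome 6, 48872896 to 48909188) had the highest ratio, 5.16 (4.44 to 5.95), with 110.1 CPM in puberty, 0.954 CPM in estrus and 3.28 CPM in diestrus. Epgn (4.59) and Col6a3 (3.87) followed. F11r (-1.57), Tmem158 (-1.58) and Hprt (-1.37) were lowest. With 1 library per stage, none of these ratios can be set against a spread between libraries of the same stage.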

Values the study reported

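The paper reports 5387 pubertal cells, 2729 cells from estrus and 2439 cells from diestrus in its droplet data. It reports 3711 genes differing among the LP, Lum Int and ML clusters, of which more than 88% changed steadily from one end to the other, from an adult sample that was not analysed here. It describes the Lum Int cluster as diminished in diestrus, without a number in the text. From the same libraries it describes more cycling cells among basal cells in diestrus and an LP population that was unaltered. In its discussion it calls the ML population more pronounced in diestrus. These too are given without a number in the text.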

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

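The test of doublets by library for the fibroblast-like cells and both random additions of cycling genes were chosen only after the result was seen, and all other tests here were chosen before.

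The change in cycling cells between the phases differed between lineages. The odds of cycling in diestrus against estrus were 4.76 times in basal cells and 1.19 times in ML cells. Permuting the lineage labels within each library, which also removes any other difference in cycling between the lineages, gave p = 1e-05 for this difference, which is the smallest that 100000 permutations can give (adjusted p = 3e-05 over 3 comparisons). In LP cells the odds ratio was 3.74, and its difference from ML cells had a permutation p of 0.0002 (adjusted p = 0.0003). Basal and LP cells were not shown to differ (permutation p = 0.432). Each phase had 1 library, so the direction rests on 1 pair of libraries. A difference in counts per cell between the libraries was tested by thinning. The basal against ML difference then had a permutation p of 3e-05 and the LP against ML difference a permutation p of 0.00064. The basal difference between phases was 11.75 percentage points. The difference in depth between whole libraries therefore does not account for it. Thinning did not match depth within lineages. Before it, the medians in estrus and diestrus were 2540 and 3374 counts in basal cells, and 4145 and 4335 in ML cells. A part played by depth within lineages was not ruled out. Cycling genes detected through RNA of other cells were first tested by the odds ratios for exactly 1 gene and for 5 or more in basal cells, which were 2.07 and 4.77, with a ratio of 0.4345. That test does not separate the explanations, since a higher chance of detection for each gene also raises the odds of many genes more than those of 1. Each gene was therefore added at random to basal cells of estrus up to its share of cells in diestrus. This gave a cycling share of 11.36% against the 16.9% observed, or 0.5706 of the observed rise, which did not decide the question, since the shares in diestrus were its input. RNA spread over droplets would reach ML cells of the same libraries as well. With the genes added at the rates that take ML cells from estrus to diestrus, the basal share was 4.261%, or 0.01609 of the observed rise. The small change in ML cells is part of the flagged difference, so this low value follows from it and is not separate evidence. It goes against RNA spread evenly over droplets only if no fall in dividing ML cells hid its effect there. A difference between library batches or between the animals used cannot be told apart from the phase, since there was 1 library per phase. A candidate explanation is that more basal and LP cells divide in diestrus, which remains a hypothesis. The study described the rise of cycling basal cells from the same libraries, so the basal part restates its result on the same cells.

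A signal lay in cells that no comparison used. Cells with fibroblast genes made up 0.322% of all barcodes (34 of 10555, Wilson interval 0.231% to 0.450%), above the smallest share of 0.028% that this number of cells can show. They numbered 12 in puberty, 16 in estrus and 6 in diestrus. Doublets of a fibroblast and an epithelial cell would have at least the epithelial total, but the median total was 0.795 of the epithelial median. The cells were kept only where fibroblast genes exceeded keratins, which removes such doublets in part before the test. Without that comparison, the median total of cells with 3 or more of 5 fibroblast genes was 0.825 of the epithelial median in puberty (14 cells), 0.9793 in estrus (16 cells) and 0.625 in diestrus (7 cells). In estrus it was 3169 counts against 3236, so doublets could make up a part of these cells and were not ruled out. RNA of other cells spread over droplets was tested by the number of cells with 3 or more of 5 fibroblast genes. Before the comparison with keratins it was 37, against 0.430 from independent genes, a ratio of 85.99. That goes against RNA spread over droplets. A small number of fibroblasts that passed the sort is a possible explanation, and doublets are another. The design has no group that would test it, so no biological explanation was tested.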

How the results depend on the processing

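Over all alternatives run, 1498 values were compared with those reported. Of these, 1322 kept their direction and their side of the threshold or stayed within their error. Counts of genes had no error and were called the same within a ratio of 1.5. Of the results that answer a comparison, 194 of 232 values did so. Of the 120 other results, 138 of 1266 values moved by more than their error or that ratio, 91 of them shares of 1 library and 32 of them gene ratios. Among these other results only the lineage fold changes were judged by direction and threshold, with 0 weaker, 0 stronger and 0 reversed. Shares of 1 library and gene ratios were judged by their interval alone, so a change of sign within it was not counted. The cause was not tested for the changes given here.

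The higher cycling shares in diestrus than in estrus kept their direction and their side of the threshold in basal and LP cells under every alternative run that gave a test. The cycling difference in ML cells was reversed with Mki67 alone, at -0.482 points. With at least 1000 genes and under 10% mitochondrial counts per cell, diestrus minus estrus passed the threshold for ML cells (-4.298 points), no longer passed it for basal cells (-1.95 points), and the Lum Int difference of puberty from estrus was reversed (-0.1404 points). Thinning left the Pgr difference at 2.028 points, no longer past the threshold. Borders at 1/4 and 3/4 brought the Lum Int difference of puberty from diestrus past the threshold (1.276 points), and signatures of 50 genes did so for the mixed difference of puberty from estrus (0.7361 points).

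With Leiden clusters, the ML difference between phases (0.3867 points) and the Lum Int differences of puberty from estrus (-1.207) and from diestrus (-0.232) were reversed, the first of these Lum Int differences past the threshold in the opposite direction (adjusted p = 0.0157 by Fisher's exact test), and the mixed difference of puberty from diestrus passed the threshold (0.8561). With resolution 2, chosen after seeing the data, the same 3 were reversed (0.2633, -1.02 with adjusted p = 0.0494 by the same exact test, and -0.05365), and the mixed differences of puberty from estrus (0.8046) and from diestrus (1.321) passed the threshold. The sizes of the small Lum Int and mixed classes therefore depend on how cells are classified. The Lum Int difference between phases stayed below 0 under all alternatives run, clusters and each puberty table left out included, and did not pass the threshold where it was tested. No cluster of the diestrus library at either resolution was mixed. The mixed differences of puberty from diestrus with clusters therefore compare with a count of 0 set by whole-cluster labels and carry no information on mixed cells in diestrus, and the cycling share of mixed cells there had no value.

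In the lineage fit, leaving out the library block gave 1895 genes between LP and ML against 3503 reported, 3086 between basal and luminal against 4804, and 1169 among the luminal classes against 2786. A threshold of 0.05 gave 4190 among the luminal classes. Across the 3 fits that each left out a library, that count ran from 1675 to 1898, the number of genes above both LP and ML from 0 to 1, and the percent between from 89.85 to 91.93. Genes above both numbered 5 with the likelihood ratio test, 6 without the expression filter and 12 at a threshold of 0.05, against 0 reported. The percent between was 86.16 with DESeq2, 82.47 with the likelihood ratio test, 83.08 without the filter, 95.12 without the block, 80.07 at a threshold of 0.05, 83.96 with Leiden clusters and 90.32 with borders at 1/4 and 3/4. The 20 lineage fold changes kept their direction and passed the threshold under all 12 alternatives.

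The diestrus list in basal cells had a median log2 ratio of 0.586 with the mean over cells of counts per 10000 and 0.510 without cycling cells, against 0.971 reported. Both were above 0 and at percentiles 98.7 and 98.2 of their random lists. The other 2 tested lists stayed within their intervals. The dissociation list left its intervals, with a median of -0.864 in basal and -0.592 in ML cells without TMM and -0.640 in basal cells with the mean over cells, and stayed below 0. Removal of the length trend, chosen after seeing the data, changed the sign of Wif1 alone among the named gene ratios, to 0.02. Cycling calls from the 5 genes with the longest transcripts, also chosen after seeing the data, left the 4 cycling differences on the same side of the threshold. All alternatives chosen were run. No paired analysis was possible because each stage had 1 library, and the bootstrap intervals of the lists cannot stand for a spread between animals.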

Other observations

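Tests chosen only after the result was seen were the expectation from random pairs and the cycling share for Lum Int cells, the test of shared 3' ends, the GC content against the other genes, and both tests of transcript length.

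Lum Int cells had high totals, with a median of 1.66 times the LP median in puberty, 1.90 in estrus and 1.78 in diestrus. Pairs of cells caught in the same droplet were tested as an explanation. Random pairs, scaled so that they gave all mixed basal-luminal cells, accounted for 26.59% of the Lum Int cells, from 10.3% in estrus to 39.9% in puberty. Of the Lum Int cells, 16.1% had a total below the LP median, against 0.935% of simulated LP and ML pairs, a ratio of 17.15. Of Lum Int cells 4.65% were cycling, and the ratio to the share in simulated pairs was 0.3323. Cells and simulated pairs differed in the genes between LP and ML (88.2% and 98.3%) and in the genes below both (12 and 0). The genes below both are mostly genes of dividing cells, such as Aurkb, Birc5 and Ccnb2, so they largely repeat the cycling share. The number of genes above both LP and ML was 0 in cells and 0 in simulated pairs (79 and 17 at an unadjusted p under 0.05), which does not separate the explanations. The low totals go against pairs for a small part of the class only, since most Lum Int cells had totals above the LP median, as pairs would. The expectation from random pairs goes against these as the source of most Lum Int cells. For attached pairs, the cycling share goes against them as the source of the whole class. The percent of genes between LP and ML cannot decide this, since pairs summed from LP and ML cells lie between them nearly by construction. The cycling share assumes that attached cells divide as often as others. A part of the class may be pairs of either kind. An intermediate state was not tested directly and remains a hypothesis.

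The ratios between diestrus and estrus were shared between lineages. Across 2061 genes, which are not independent replicates, Spearman's rho between the log2 ratios of basal and ML cells was 0.706, and it was 0.698 after removal of the length trend. A library-wide difference, from batch, handling or RNA of other cells, would give such sharing, and so might a response of all lineages to the phase. A list of 10 immediate early and heat shock genes, tested as a sign of tissue dissociation, had a median log2 ratio of -0.716 in basal cells, -0.886 in LP cells and -0.405 in ML cells. These lay at percentiles 0.01, 0.02 and 0.04 of random lists, so the response was lower in the diestrus library. The list may also change with the phase itself. With 1 library per phase, phase and handling cannot be told apart.

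Of the same genes, 124 were above 1 and 9 below -1 in log2 ratio in basal, LP and ML cells alike. Among these, 35.3% had a 3' end found in other genes, against 10.3% of the others, a ratio of 3.424. Against other genes matched on length it was 25%, a ratio of 1.42, so much of that excess goes with length. GC content of the 3' ends differed by 0.50 percentage points between raised and lowered genes, with 9 lowered genes. Between raised and other genes it differed by 3.17 points (46.5% against 43.3%), which did not decide whether GC has a part. By the median of annotated transcripts, the length of raised genes was 0.613 of that of other genes, which did not decide the question. By the longest annotated transcript, tried after that, it was 0.419 (942.5 against 2248 bases). Genes with a longest transcript under 800 bases had a median log2 ratio in basal cells of 0.88 for diestrus to estrus, 0.73 for puberty to estrus and -0.13 for puberty to diestrus. The estrus library was thus the low one for short transcripts. A difference in the recovery of short transcripts between libraries is a candidate explanation for part of the shared shifts. It was noticed and tested on the same data. With the length trend removed, the log2 ratio of Rps27rt in basal cells was 2.70 against 4.05, so length does not account for all of its ratio, and shared 3' ends remain for that gene.

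The class labels were also reassigned within libraries. Of 27 assignments for basal against luminal cells, 1, the real one, gave as many genes. The highest other gave 4495, and the median of the others was 8. Some assignments exchange basal with LP or with ML alike in all libraries and so still compare real classes. A high value among the others therefore need not come from mixed labels. Of 36 assignments among the luminal classes, 1, the real one, gave as many genes, and the highest other gave 575. For LP against ML only 4 assignments exist, of which 1 gave as many, so the share cannot fall under 0.05. For genes above both LP and ML, where the real number was 0, 27 of 27 assignments gave as many, which carries no information. The classes were defined from the same expression values, so these counts show that the labels carry structure, not that the classes are independent of it.

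The number of genes differing among the luminal classes was 2786. The study gave a larger number, from a sample that was not analysed here. The difference in the Lum Int share between the phases, diestrus minus estrus, was -0.0720 percentage points. The decrease in diestrus that the study describes was not detectable in these libraries with the classes used here.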
